A study of Drosophila melanogaster with 6 samples. Its data were reported in "Dynamic regulation of mRNA decay during neural development" (2015).

How the data were processed

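The 6 samples were tagged RNA from whole Drosophila embryos, taken after a 1-hour pulse of 4-thiouridine, after a 1-hour chase and after a 3-hour chase, in a uridine-only series (UO) and in a series with actinomycin D in the chase (U+actD). Each sample was hybridised to 1 single-channel Agilent array with spike-in transcripts. The labels give each of the 6 groups 1 array, so the series was used as a block and the departure of the series from a common time course gave the error.

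The authors purified the tagged RNA, labelled it with Cy3 and scanned the arrays, and per the file headers the scanner files hold the mean foreground intensity, the local background intensity and their difference for 45220 spots. Per the file headers the files also give the percentage of saturated pixels of each spot, and a probe was called saturated when that was at least 50 percent. The authors' table, as deposited, holds intensity values that the authors had multiplied by 1 factor per array and from which they had left out spots. These factors were 1, 1.92 and 1.7664 for the U+actD pulse, 1-hour chase and 3-hour chase, and 1.09, 1.3 and 1 for UO as the largest factors that leave whole numbers. The U+actD columns equalled the scanner signals times these factors at 100% of 17331 spots, within rounding. After these factors the U+actD spike-ins stood at 2.32 times their pulse level at the 1-hour chase and 1.78 times at the 3-hour chase. The UO columns, divided by their factors, equalled the UO scanner signals at 0.01%, 0.02% and 0.06% of 9654 probes, although levels had a Spearman's rho of 0.82, 0.86 and 0.85 across genes. Which of the 2 UO sources holds the arrays named by the labels was not settled here, and both are used. The value table of the series matrix held the same numbers as the authors' table (largest difference 0 over 28253 features). The column medians of the authors' table were 3902, 2523 and 727 for UO and 9073, 5508 and 1420 for U+actD.

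Probes were named through the platform table (14545 probes) and otherwise through the gene name the authors gave (6121 probes), with current symbols. Of 32162 probes 20666 had 1 gene, 0 had several and 11496 had none and were not used. The UO and U+actD files number their spots differently and were joined by probe, and gene names in the UO files matched for 98.3% of 19769 probes.

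The scanner files held no flags, so a probe counted as above background when its net signal exceeded the 95th percentile of 153 negative control spots of the array. These thresholds were 51, 54 and 50 on the UO arrays and 354, 128 and 108 on the U+actD arrays. The local background was 0 for 51.7%, 46.0% and 54.9% of UO spots. Probes above background on both arrays of at least 1 time point were kept, which left 14418 probes of 9810 genes, and lower values were set to the threshold after scaling. Genes above the threshold numbered 8925, 9337 and 7999 on the UO arrays and 9531, 9738 and 9029 on the U+actD arrays. Arrays were scaled within a series on the mean log2 signal of spike-ins that were unsaturated, above 2 times the threshold and under 50000. That left 5 spike-in transcripts in UO and 4 in U+actD, with factors of 0.41 and 0.33 for the UO chases and 0.83 and 0.99 for the U+actD chases. A gene's value was the mean log2 over its probes. Of 3226 genes with several probes, 1083 had probes that differed in the sign of the relative change at 3 hours in U+actD. Saturated genes were kept, and numbered 306 on the U+actD pulse array, 81 and 40 on its chases, and 27, 38 and 0 on the UO arrays. The authors' table gave 7986 genes with values on all arrays, 7851 of them also in the scanner set.

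Changes against the pulse were tested with lmFit and eBayes of limma 3.58.1 (R 4.3.3) on all 6 arrays, with series and time point in the model (2 residual degrees of freedom) and Benjamini-Hochberg adjustment. For relative changes each array was first centred on its median gene. The slope difference was the term of series by chase hours added to that model (1 residual degree of freedom), after both series had been given equal chase to pulse ratios by a mean that leaves out 10% of genes at each end. Each array was assumed to vary like the others. Lists were tested with camera at a preset correlation of 0.01 and again with an estimated correlation, adjusted over the lists. For a single series a list's median was set among 10000 random lists matched on mean signal in 20 bins, which describes these arrays only. Half-lives came from least squares of the natural log of the signal on chase hours, with an adjusted R2 of at least 0.75. Shares have Wilson intervals and medians have binomial order intervals, both at 95%. Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1 were used.

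The comparisons, the use of spike-in scaled scanner signals as the main source, most alternatives, the gene lists and the rule for named genes were fixed before the data were examined. The rule took 10 genes in each direction for the relative change (past the threshold and of the same sign in both series, otherwise by size, with at most 3 places per gene family) and 10 in each direction for the slope difference, symbols other than CG numbers only. It also took the median member and a pair of extreme members of each list, of which examples are printed, and 20 genes named in advance. The 29 lists covered cytosolic and mitochondrial ribosomal proteins, histones, the nuclear and the mitochondrially encoded respiratory chain, proteasome, translation factors, ribosome biogenesis, splicing regulators, neural fate transcription factors, Notch targets, homeotic and segmentation genes, signal feedback genes, protein kinases, cell cycle, muscle and mesoderm, cytoskeleton, axon guidance, synaptic genes, predicted axon or dendrite localized mRNAs, glia, cuticle and chitin, heat shock, cell death, hemocyte and fat body, gut and Malpighian tubule, ecdysone response, mRNA decay and translational repressors, and maternal mRNAs. The mitochondrially encoded list matched 0 genes under the names used and gave no value.

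Several choices were made after data had been seen. These were the net signal in place of a processed signal column, the detection threshold and floor, the selection of spike-ins, the restriction of the first rule and of list examples to genes above background at the pulse and 3-hour chase of both series, and the repeat of the rule on the authors' table. Probe names were widened after first fits, because ribosomal protein genes were missing, and this moved the count of slope differences in the scanner signals from 3 to 386 and the count of relative changes in the authors' table from 0 to 126. Both UO sources had been seen when the scanner signals were kept as the main source. Alternatives added then were a uniform background, leaving out saturated probes, genes above background on all 6 arrays, naming by the platform table alone, the authors' table for the relation with pulse signal, and quantile normalization and normexp (offset 50) for half-lives.

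The fits were tested on simulated data with 9810 genes, of which 200 were changed. With residual spreads drawn from the genes, the relative test recovered 0 genes at a log2 change of 2 and 124 (62%) at 4 with 5 false calls, and the slope test recovered 0 at both sizes. A second simulation, added after that result, drew spreads from the distribution limma had fitted. It recovered 0 genes at 2 in both tests, 186 (93%) at 4 with 9 false calls in the relative test, and 195 (97.5%) at 4 with 39 false calls in the slope test. The slope test there made more false calls than its threshold allows, so its counts may hold more false calls than 5%.

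Uridine number, 3 prime UTR length and the Pumilio motif were not analysed here, since no genome sequence was used.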

Results

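RNA decay was measured by TU-decay on 6 single-channel arrays of RNA from whole Drosophila embryos. In this assay a 1-hour pulse of 4-thiouridine tags newly made RNA, and the purified tagged RNA is followed during a chase with unlabelled uridine. Embryos of the UO series were chased with uridine only. Embryos of the U+actD series were chased with uridine and actinomycin D, an inhibitor of transcription. Each series had 1 array for the pulse, 1 for the 1-hour chase and 1 for the 3-hour chase. No group therefore held replicates, the 2 series served as the replicates of the time course, and the number of arrays limits the precision. The median net signal was 63 on the UO pulse array, 88 on the UO 1-hour chase array and 51 on the UO 3-hour chase array. On the U+actD arrays it was 1531, 586 and 184 in the same order. Between 48.2% and 57.1% of the probes were above background on the UO arrays, against 61.8% to 78.7% on the U+actD arrays. After the filter on dim probes, 9810 genes were tested. The U+actD values of the authors' table equalled the scanner signals times 1 factor per array at 100% of 17331 spots. The UO values of that table equalled those of the UO scanner files at 0.01% of 9654 probes on the pulse array, 0.02% on the 1-hour chase array and 0.06% on the 3-hour chase array. Values for UO are therefore given from both sources, named UO scanner and UO table. Log2 changes are the chase minus the pulse. For a relative change each array was first centred on the median of its genes, and lying above or below the median gene refers to that zero. In the scanner signals at 3 hours this zero lay below the median change over genes, so more genes counted as above it than below it.

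The first question was how much tagged RNA was lost during the chase. On the spike-in scale the median gene fell to 62.4% of its pulse signal after 1 hour and to 14.5% after 3 hours in the UO scanner files. In U+actD it fell to 28.3% after 1 hour and to 10.9% after 3 hours. In the authors' table, on the authors' own scale, the values were 66.6% and 20.1% for UO and 63.0% and 17.2% for U+actD. On that scale the U+actD spike-ins stood at 2.32 times their pulse level at 1 hour and 1.78 times at 3 hours. The U+actD arrays are the same in both sources, so their values differ through the scale, the floor and the spots used. Myc, a transcription factor that promotes cell growth, had log2 changes of -4.16 in UO scanner and -5.51 in U+actD at the 3-hour chase. Scm, a Polycomb group gene, had changes of -2.84 and -3.10. The change of eIF4A, a translation initiation helicase, was -1.86 and -0.79. Every member of the nuclear encoded respiratory chain list (79 of 79 genes) passed the test for a fall at 3 hours, against 66 of 89 cytosolic ribosomal protein genes. Of 72 respiratory chain genes in the authors' table, 61 passed for a fall, against 12 of 87 ribosomal protein genes with 1 passing for a rise. In limma with the series as a block, 9671 of 9810 genes were lower and 2 higher at the 3-hour chase (adjusted p under 0.05). The detection floor itself fell on this scale, with a change of -1.65 log2 at 3 hours in UO scanner, so genes held at it count as lower by construction. Among 7331 genes above background on all 6 arrays, 7268 were lower and 0 higher. At the 1-hour chase 45 genes were lower and 0 higher, and at an unadjusted p under 0.05 limma counted 3073 lower and 2 higher. Without the series block limma called 0 genes at 3 hours in the scanner signals (7 lower and 0 higher at an unadjusted p under 0.05), and 0 at 1 hour. In the authors' table it called 3709 of 7986 genes lower and 0 higher at 3 hours without the block. The 1-hour count was 0 without the UO 1-hour chase array, 0 without the U+actD 1-hour chase array and 106 without the U+actD pulse array. It was also 0 in the authors' table, where limma counted 2517 lower and 35 higher genes at an unadjusted p under 0.05. Both counts rest on the spike-in scale, since scaling to the 75th percentile of each array moved the median change at 3 hours to 0.18 in UO and 0.37 in U+actD and left 0 calls (29 lower and 1257 higher at an unadjusted p under 0.05).

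The second question was how long mRNAs lasted in each series. Half-lives come from a straight line through the natural log of the signal at the pulse and both chases. The median half-life was 58.2 minutes in UO scanner (95% confidence interval of the median over genes 57.8 to 58.6) and 54.1 minutes in U+actD (53.8 to 54.5). The quartiles were 50.9 and 71.4 minutes in UO scanner and 47.3 and 65.1 minutes in U+actD. An adjusted R2 of at least 0.75 was reached by 77.2% of genes in UO scanner (Wilson interval 76.4% to 78.0%) and by 72.7% in U+actD (71.8% to 73.5%). In the authors' table the medians were 72.4 minutes for UO and 66.9 minutes for U+actD, with 80.0% and 88.3% of genes reaching that fit. The U+actD values of the table come from the same arrays on the authors' own scale, which is not the spike-in scale. Myc was short-lived in every source, at 41.3 minutes in UO scanner, 50.5 minutes in UO table and 33.4 minutes in U+actD. The half-life of dpn, which encodes a repressor that keeps neuroblasts in the stem cell state, was 50.8 minutes for UO and 53.5 minutes for U+actD in the authors' table, and 79.3 minutes (adjusted R2 0.58) and 45.04 minutes in the scanner signals. For svp, an orphan nuclear receptor gene of the neuroblast temporal series, the values were 68.3 minutes in UO scanner, 62.0 minutes in UO table and 39.8 minutes in U+actD. The cell death gene rpr had half-lives of 51.3, 96.3 and 59.8 minutes in the same order. Among members with an adequate fit, ribosomal protein genes had a median half-life of 60.4 minutes in UO scanner (81 genes), 104 minutes in UO table (11 genes) and 176 minutes in U+actD (25 genes). Axon guidance genes had medians of 62.5, 70.3 and 47.2 minutes in UO scanner, UO table and U+actD. No test was made within a series, because each time point had 1 array. The intervals cover the spread over genes and not between embryo collections.

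**Figure D1:**
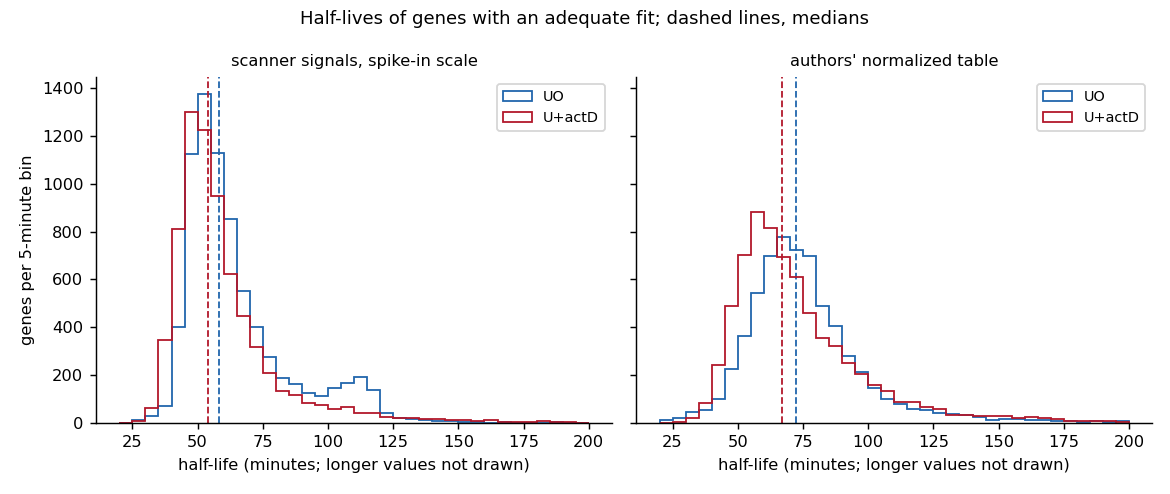
Half-lives in minutes (x axis) of genes with an adjusted R2 of at least 0.75, as genes per bin (y axis), for the scanner signals on the left and the authors' table on the right. Dashed lines mark the medians of 58.2 minutes (UO) and 54.1 minutes (U+actD) on the left, and of 72.4 and 66.9 minutes on the right.

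The third question was which mRNAs outlasted the median gene and which were lost sooner. Genes for the cytosolic ribosome stood out. The 89 ribosomal protein genes had a median relative change at 3 hours of 3.10 in U+actD, 2.13 in UO table and 0.00 in UO scanner. Above the median gene were 88 of them in U+actD, 85 of 87 in UO table and 46 in UO scanner. Among 10000 random lists matched on mean signal, the median of this list stood at the 100th percentile in U+actD, in UO table and in UO scanner. At the 1-hour chase it stood at percentile 0 in UO scanner (median -0.48, 13 of 89 genes above the median gene). It was at percentile 100 in U+actD (1.53) and UO table (0.85) at that time. At 3 hours over both series the camera test placed the list above other genes in the scanner signals (median 1.47, adjusted p = 7.8e-15) and in the authors' table (2.79, adjusted p = 6.2e-41). With an estimated correlation the calls were lost, at adjusted p = 0.953 with an estimated correlation in the scanner signals and adjusted p = 0.721 with an estimated correlation in the authors' table. In the authors' table, 58 of 87 members rose above the median gene after adjustment over all genes tested, and 79 adjusted over the list alone. In the scanner signals the counts were 0 over all genes and 1 adjusted over the list alone, although 86 of 89 estimates were positive. RpL37A had a relative change of 3.06 ± 0.40 (SE from limma over both series, adjusted p = 0.37) in the scanner signals and of 3.02 ± 0.32 (adjusted p = 0.04) in the table, and its spots were saturated on 5 of the 6 arrays. RpS27A, the median member, was not saturated and had 1.47 ± 0.58 and 2.73 ± 0.33. Saturation on the U+actD pulse array makes a loss look smaller, and the 46 members saturated on none of the 6 arrays had a median of 2.42 in U+actD.

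Other genes of core metabolism lay above the median gene in U+actD and UO table but below it in UO scanner. The 79 nuclear encoded respiratory chain genes had medians of 1.27 in U+actD, 0.57 in UO table and -0.75 in UO scanner, at percentiles 100, 100 and 0 of the random lists. Mitochondrial ribosomal protein genes (71) had 0.73, 0.54 and -0.72. Histone genes (21) had 1.79, 2.08 and -0.78, proteasome genes (35) had 0.67, 0.36 and -0.57, and translation factor genes (48) had 0.65, 0.48 and -0.24. In the authors' table camera placed all 5 of these lists above other genes, with adjusted p = 2.1e-10 for the respiratory chain, 7.8e-07 for mitochondrial ribosomal proteins, 3.9e-08 for histones, 0.0015 for the proteasome and 2.1e-05 for translation factors. These calls were lost, with adjusted p from 0.721 to 0.739 with an estimated correlation. In the scanner signals none of the 5 passed, with adjusted p between 0.0584 (histones) and 0.471 (proteasome). In the table, 7 of 46 translation factor genes rose over all genes tested and 13 adjusted over the list alone. For histones the counts were 5 of 12 and 11, and for the respiratory chain 1 of 72 and 36. Examples that rose in the table were eEF1gamma, a subunit of the elongation factor complex (3.38 ± 0.28, adjusted p = 0.04), His4r, a replication-independent histone H4 gene (2.78 ± 0.36), and eIF4A (2.91 ± 0.35). In the scanner files eEF1gamma was saturated on 5 of the 6 arrays, His4r on 2 and eIF4A on 0. The scanner estimate for eIF4A was 1.82 ± 0.49 (adjusted p = 0.37), with 1.04 in UO scanner and 2.60 in U+actD. Splicing regulators (medians 0.65, 0.36 and -0.15 in U+actD, UO table and UO scanner), cell cycle genes (0.51, 0.44 and -0.24) and cytoskeleton genes (0.39, 0.31 and -0.18) passed in the table only, with adjusted p = 0.0133, 0.0015 and 0.0196. With an estimated correlation these 3 calls were lost as well, since the lowest adjusted p over the table's lists was 0.721 with an estimated correlation.

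**Figure D2:**
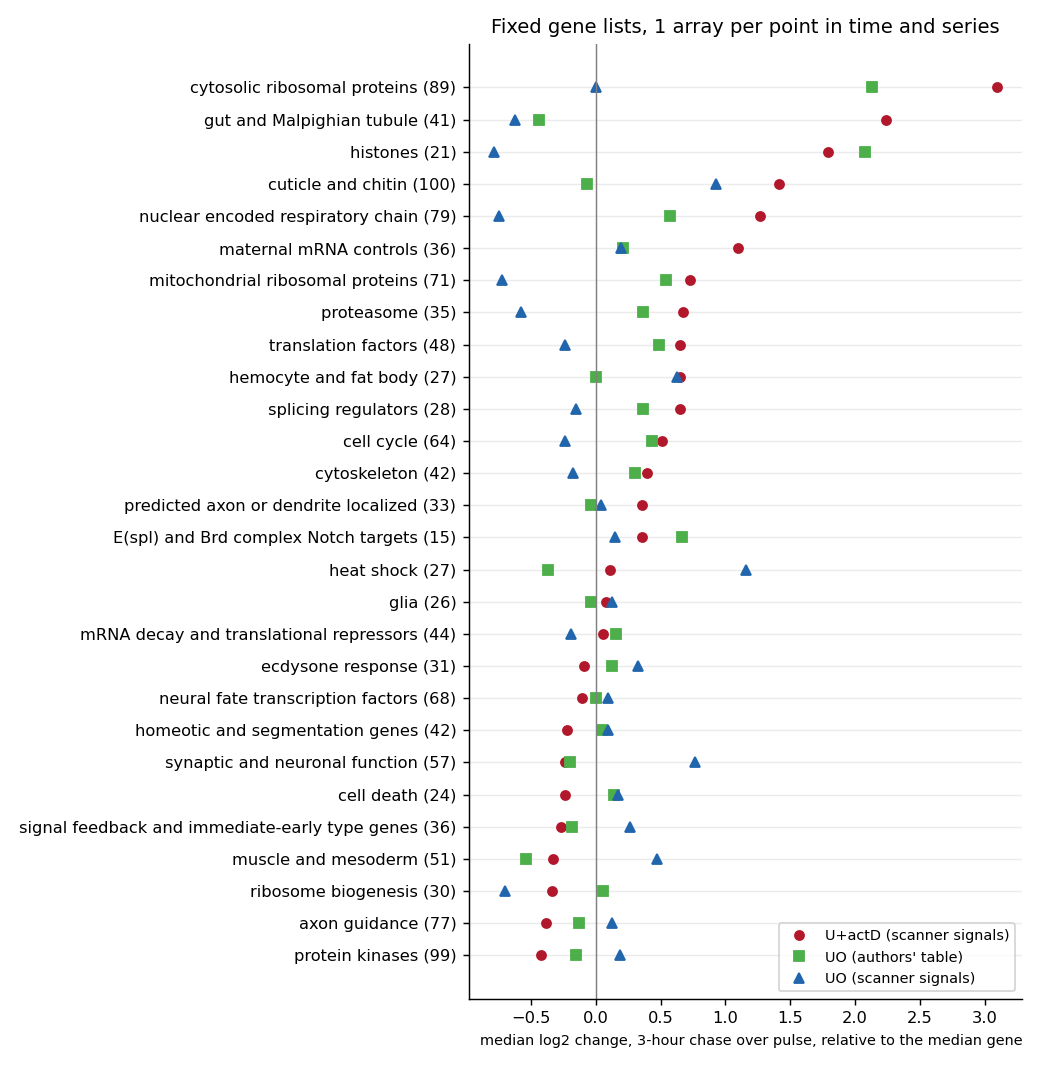
Median log2 change at the 3-hour chase relative to the median gene (x axis) for each fixed gene list with its number of genes in the scanner signals (y axis), in U+actD (circles), UO from the authors' table (squares) and UO from the scanner files (triangles). Ribosomal protein genes reached 3.10, 2.13 and 0.00 in that order, and protein kinase genes -0.43, -0.15 and 0.18.

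Genes for signalling and for wiring the nervous system lay on the other side in U+actD and UO table, but not in UO scanner. The 99 protein kinase genes had median relative changes of -0.43 in U+actD, -0.15 in UO table and 0.18 in UO scanner, and camera placed them below other genes in the scanner signals (adjusted p = 0.0032) and the table (0.0109). Their percentiles among random lists were 0, 0.75 and 100 in the same order. The 77 axon guidance genes had -0.38, -0.13 and 0.12, and camera also placed them below other genes (adjusted p = 0.0055 and 0.0029). Their percentiles were 0, 2.97 and 99.39, with 45 of 77 above the median gene in UO scanner. The scanner calls of both lists are over both series, of which UO scanner went the other way. Genes of ribosome biogenesis (30), unlike those of the ribosome itself, lay below other genes in the scanner signals (median -0.33, adjusted p = 9.6e-05) but not in the table (adjusted p = 0.751). Signal feedback genes (36) had -0.27, -0.18 and 0.26 in U+actD, UO table and UO scanner, with adjusted p = 0.0584 in the scanner signals and 0.048 in the table. Their percentiles were 0.68, 2.46 and 99.73 in the same order. Muscle and mesoderm genes (51) and synaptic genes (57) lay below other genes in the table (adjusted p = 0.0142 and 0.0187) and not in the scanner signals (0.906 and 0.687). With an estimated correlation none of these calls held, with adjusted p = 0.953 with an estimated correlation for the lists called in the scanner signals. Myc lay below the median gene by every value, at -1.25 in UO scanner, -1.18 in UO table and -2.13 in U+actD, with estimates of -1.69 ± 0.42 (adjusted p = 0.37) in the scanner signals and -1.62 ± 0.37 (0.09) in the table. Mkk4, a stress kinase of the JNK and p38 pathways, had -1.70 ± 0.51, and Sema1a, a semaphorin that guides axons, had -1.16 ± 0.45. Neither passed the threshold in the scanner signals or the table.

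Genes of neural fate had no list call at 3 hours. At the 1-hour chase in U+actD, 16 of 68 neural fate transcription factor genes lay above the median gene (median -0.35, percentile 0 of random lists), as did 5 of 42 homeotic and segmentation genes (-0.50, percentile 0). In UO at 1 hour the neural fate list had 29 of 63 genes above the median gene in the table (percentile 15.7) and 28 of 68 in the scanner files (27.2). The homeotic list had 17 of 39 (16.2) and 17 of 42 (40.8). At 3 hours the 68 neural fate transcription factor genes had medians of -0.11 in U+actD, 0.00 in UO table and 0.09 in UO scanner (adjusted p = 0.123 in the scanner signals and 0.248 in the table). Glial genes (26) had 0.08, -0.04 and 0.12 (adjusted p = 0.714 and 0.791). The 15 Notch targets of the E(spl) and Brd complexes had 0.35, 0.67 and 0.15 (adjusted p = 0.78 and 0.0978), and homeotic and segmentation genes (42) had -0.22, 0.05 and 0.09 (0.0584 and 0.264). The glial determinant gcm had a relative estimate of 0.94 ± 0.40 in the scanner signals and 0.23 ± 0.28 in the table. For pros, which drives neural differentiation, the values were 0.27 ± 0.40 and 0.77 ± 0.33, and for dpn 0.03 ± 0.51 and -0.89 ± 0.30. The temporal factor genes cas and Kr had 0.06 and 0.66 in the scanner signals and 1.01 and 0.73 in the table, with Kr above background on 4 of the 6 arrays. The proneural gene ac had 0.87 and 0.37, Hey -0.02 and 0.97, svp -0.56 and -0.95, btd 0.11 and 0.95, and the translational repressor pum -0.35 and -0.78. Lists with no call in either source also held predicted axon or dendrite localized mRNAs (33 genes, adjusted p = 0.708 and 0.751), ecdysone response genes (31, 0.85 and 0.566), mRNA decay factors and translational repressors (44, 0.0584 and 0.751) and cell death genes (24, 0.423 and 0.252). Of the usual reference genes, Act5C had 1.38 ± 0.71 and 1.29 ± 0.59, Gapdh1 0.79 ± 0.75 and 1.73 ± 0.42, RpL32 1.55 ± 0.74 and 2.47 ± 0.49, and alphaTub84D 0.07 ± 0.46 and 0.92 ± 0.34. In the scanner files RpL32 was saturated on 4 of the 6 arrays and Act5C on 2. None of the genes in this paragraph passed the threshold in either source. Of the remaining genes named in advance, rpr, dlg1 and Scm had -0.22, -0.23 and 0.18 in the scanner signals and did not pass.

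Among lists for tissues and states, cuticle and chitin genes (100) lay above other genes in the scanner signals (median 1.07, adjusted p = 1.8e-08) and not in the table (0.461). The scanner call was lost, at adjusted p = 0.953 with an estimated correlation. Cuticle and chitin members above background on all U+actD arrays had a median of 1.21 in that series, against 1.42 for all members, and values held at the detection floor stay above the median gene by construction. Hemocyte and fat body genes (27, median 0.43, adjusted p = 0.0386), heat shock genes (27, 0.50, 0.0429) and maternal mRNAs (36, 0.74, 0.0458) also passed in the scanner signals. None passed in the table (adjusted p = 0.248, 0.566 and 0.29), where the median of the heat shock list had the opposite sign (-0.07), and every one had adjusted p = 0.953 with an estimated correlation. Maternal mRNAs above background on all U+actD arrays had a median of 0.35 there, against 1.10 for all 36, and members above background on all 6 arrays had 0.09 over both series. The basement membrane genes LanA and Ppn were the extreme members of the hemocyte and fat body list, at 1.61 ± 0.50 and 1.39 ± 0.39 in the scanner signals (adjusted p = 0.37 for each). The gut and Malpighian tubule list (41) had no call in the scanner signals (adjusted p = 0.342) or the table (0.218), since its medians were 2.24 in U+actD, -0.44 in UO table and -0.62 in UO scanner.

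By size among genes of the same sign in both series and above background at the pulse and 3-hour chase of each, with at most 3 places per gene family, the largest relative scanner values were those of Vajk1 (3.83 ± 1.15), RpL37A, snRNA:U2:34ABb, a spliceosomal RNA (2.50 ± 0.53), RpL4 (2.32), RpS9 (2.26), nur (2.03), Cpr66D (2.0), NT1 (1.99), Osi2 (1.87) and Mur2B (1.86). Of these RpL37A, RpL4 and RpS9 were saturated on 5 of the 6 arrays and nur on 3, so their sizes and ranks are uncertain. The lowest relative scanner values were those of Ncc69 (-2.34), Nxf3 (-1.75), Mkk4, Myc, Polr3A (-1.60), hrm (-1.53), ais (-1.49), Nuak (-1.44), Rrp42 (-1.44) and jvl (-1.36). In the authors' table the maternal thioredoxin gene dhd (4.21 ± 0.57, adjusted p = 0.04), RpLP0 (3.87), BicC (3.62), eEF1gamma, alphaTub84B (3.33), His3:CG31613 (3.23), RpS15Aa (3.12), RpS5a (3.09), nur (2.96) and Ip259 (2.95) rose above the median gene. In the scanner files eEF1gamma was saturated on 5 of the 6 arrays, RpS15Aa on 4, and nur and Ip259 on 3 each, so their sizes and ranks are uncertain. In the authors' table frac (-2.74 ± 0.36, adjusted p = 0.04) and psd (-2.49 ± 0.36), a vitelline membrane gene, fell below the median gene, while CNT2 (-3.31), Pdzd8 (-3.21), Ugt37C2 (-3.12), stv (-3.05), Culd (-3.05), Bcat (-2.59), IP3K2 (-2.51) and Oatp33Eb (-2.45) did not pass. No floor was set on the table, and CNT2, Pdzd8 and Ugt37C2 had -5.52, -6.26 and -5.84 at 3 hours in UO table against -1.11, -0.16 and -0.40 in U+actD. Over all genes limma called 0 in the scanner signals (56 lower and 1031 higher at an unadjusted p under 0.05) and 10 lower and 116 higher of 7986 in the table. Without the UO pulse array the scanner count was 747, and without the U+actD pulse array it was 72. Without the UO 1-hour chase array it was 2, and without the U+actD 1-hour chase array it was 2. Before names from the authors' table were added to the probes, the count in the table was 0 (614 lower and 1092 higher at an unadjusted p under 0.05).

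**Figure D3:**
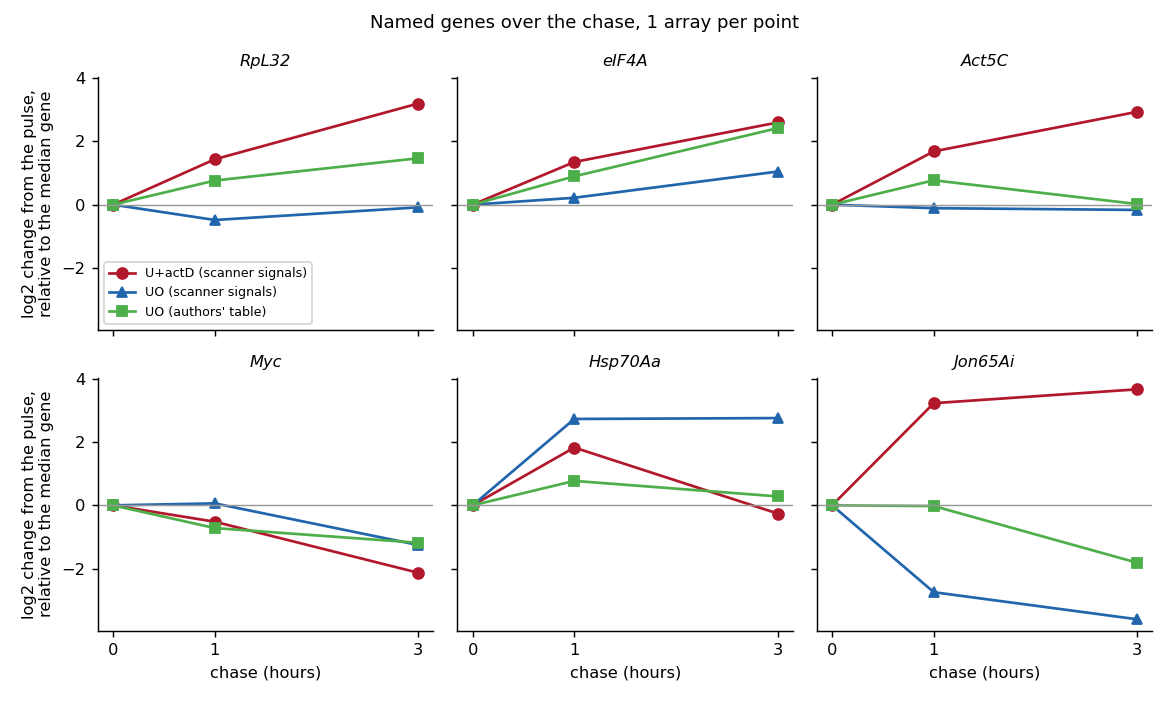
Log2 change from the pulse relative to the median gene (y axis) against chase time in hours (x axis) for named genes, with 1 array per point. At 3 hours eIF4A stood at 2.60 in U+actD, 2.42 in UO table and 1.04 in UO scanner, Myc at -2.13, -1.18 and -1.25, and Jon65Ai at 3.66, -1.81 and -3.60.

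The fourth question was whether mRNAs decayed at another rate when transcription was inhibited. The slope difference is U+actD minus UO in log2 per hour after equal trimmed means, so that a positive value is a slower loss, or a gain, in U+actD. Each series was 1 set of arrays, so an effect of actinomycin D cannot be told apart from other differences between the sets. The error of the test is the departure from that slope term, and not the spread between embryo collections. Digestive enzyme genes gave some of the largest values, and on the spike-in scale several had a higher signal in the U+actD chase than at its pulse. The arrays read all RNA that was purified, and whether the added signal came from tagged RNA was not tested. From the pulse to the 1-hour chase Jon65Ai, Jon99Fii and Jon25Biii had changes of 1.36, 1.33 and 1.24 in U+actD, and at 3 hours 0.28, -0.07 and 0.13. Above the pulse at 1 hour were 20 of the 41 genes of the gut and Malpighian tubule list and 197 of all 9810 genes. At 3 hours dhd, BicC and Gr64c stood above the pulse at 1.99, 1.44 and 6.26. Gr64c was above background on 3 of the 6 arrays and was held at the floor on the U+actD pulse array, so its 6.26 is a lower bound. These single-array values were not tested. The serine protease genes Jon99Fii, Jon65Ai and Jon25Biii had slope differences of 2.24 ± 0.43, 2.14 ± 0.41 and 2.13 ± 0.38 in the scanner signals (adjusted p = 0.02 for each) and of 1.68, 1.73 and 1.87 in the table (adjusted p = 2.1e-07, 7.9e-08 and 3.9e-09). In the table every gene had the same SE of the slope (0.27), so its adjusted p rank genes by size alone. With linear chase hours the table gave 0 slope calls. With the 3-hour series labels exchanged it gave 384, against 211 for the real grouping. In the gut and Malpighian tubule list the difference was positive for 31 of 41 genes in the scanner signals (median 0.75, adjusted p = 3.8e-08) and for 24 of 31 in the table (0.77, adjusted p = 1.3e-27), with 13 genes called over all genes in each source and 18 and 17 adjusted over the list alone. The difference was also positive for the ribosomal proteins (0.86, adjusted p = 2.3e-31), the respiratory chain (0.69, 2.1e-15), histones (0.71, 8.5e-08), mitochondrial ribosomal proteins (0.41, 8.6e-11), the proteasome (0.39, 2.0e-05), translation factors (0.28, 7.0e-05), the cell cycle (0.22, 0.0012), maternal mRNAs (0.18, 0.0145) and the cytoskeleton (0.12, 0.0213) in the scanner signals. Of these the ribosomal proteins (0.35, adjusted p = 2.1e-10) and the respiratory chain (0.23, 4.4e-05) passed in the table as well, as did cuticle genes (0.32, 1.8e-09), hemocyte and fat body genes (0.23, 0.0296) and heat shock genes (0.25, 0.0154). In the scanner signals 31 of 89 ribosomal protein genes passed over all genes tested and 75 adjusted over the list alone, and 17 and 46 of 79 respiratory chain genes. All of these list calls were lost with an estimated correlation, at adjusted p of at least 0.539 with an estimated correlation in the scanner signals and at adjusted p = 0.918 with an estimated correlation in the table.

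Lists with the faster loss in U+actD were heat shock genes (-0.42, adjusted p = 1.1e-04), synaptic genes (-0.31, 7.0e-05), muscle and mesoderm genes (-0.28, 0.0242), signal feedback genes (-0.25, 0.0327), cell death genes (-0.21, 0.0307), protein kinases (-0.21, 0.0026) and axon guidance genes (-0.14, 0.0056), all in the scanner signals. None passed in that direction in the table, where the medians of the heat shock (0.25), muscle (0.11), signal feedback (0.0099) and cell death (0.0004) lists were positive, and all were lost with adjusted p of at least 0.539 with an estimated correlation. The stress chaperone gene Hsp70Aa had -1.03 ± 0.24 (adjusted p = 0.03) in the scanner signals and 0.63 in the table, and its brightest probe alone gave 0.25. Other slope calls in the scanner signals were those of Gapdh1 (1.00 ± 0.25, adjusted p = 0.04), RpL32 (1.01 ± 0.24, 0.04), Act5C (0.95 ± 0.24, 0.04) and alphaTub67C, a maternal tubulin gene (1.30 ± 0.24, 0.02). RpL32 was saturated on 4 of the 6 arrays and Act5C on 2, so their sizes are uncertain, while Gapdh1 and alphaTub67C were saturated on 0. In the table the largest differences were Jon99Ci (2.43, adjusted p = 1.4e-15), Pdzd8 (2.13), fidipidine (2.11), Ugt37C2 (1.89), Jon25Biii, sowah (1.83), Jon99Cii (1.79), Zasp66 (1.78), Naa20A (1.77) and Lcp65Ag2 (1.76) in the positive direction. In the negative direction they were Dfd (-2.15, adjusted p = 5.8e-12), CadN (-1.73), CarT (-1.63), NijC (-1.32), ProRS-m (-1.29), rno (-1.22), Lgr4 (-1.14), Hex-t2 (-1.14), Ca-beta (-1.13) and Arfip (-1.10). No floor was set on the table, whose UO 3-hour values went down to 1 against a median of 727. At that array Jon99Ci, Pdzd8, fidipidine and Ugt37C2 had relative changes of -5.62, -6.26, -5.72 and -5.84, so their slopes rest on 1 very low value. Jon25Biii and sowah had -2.28 and -1.24 there. In the scanner signals Pdzd8 (-0.60), Ugt37C2 (-0.53) and Naa20A (-0.16) had the opposite sign. Jon99Ci (0.56), fidipidine (0.25), Dfd (-0.40) and CadN (-0.39) were much smaller there. Jon25Biii (2.13), Jon99Cii (1.99), Lcp65Ag2 (1.655) and Hex-t2 (-1.10) kept about their size. In limma 134 genes had a lower and 252 a higher slope in U+actD in the scanner signals, and 62 and 149 of 7986 in the table. The table's calls were lost with linear chase hours, where limma called 0 genes (271 lower and 271 higher at an unadjusted p under 0.05), and with the mean of both chases, where it called 0 (20 and 141). In the table limma gave every gene the same SE of the slope (0.27), so a gene's own spread did not enter its p. Among the 7851 genes in both sources, 43 of 200 higher calls and 8 of 102 lower calls of the scanner signals were also called in the table, where independent lists would share 3.69 and 0.75. The U+actD arrays are the same in both sources, so these overlaps do not come from independent measurements. The scanner count was 0 with the stricter filter on dim probes, 0 with quantile normalization, 0 with a uniform background, 0 among genes above background on all 6 arrays and 0 with linear chase hours, where limma counted 1038 lower and 1027 higher, 1206 and 1266, 954 and 1024, 1035 and 973, and 718 and 920 genes at an unadjusted p under 0.05.

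The fifth question was whether both series gave the same ranking of mRNAs. With equal trimmed means, the standard deviation of both half-lives was at least 30% of their mean for 26.4% of 7191 genes in the scanner signals (Wilson interval 25.4% to 27.4%) and for 14.8% of 6007 genes in the authors' table. Spearman's rho between half-lives across genes was -0.19 in the scanner signals (Pearson -0.08) and 0.42 in the table (Pearson 0.29). Relative changes at 3 hours had a rho of -0.05 between UO scanner and U+actD, 0.50 between UO table and U+actD, and -0.11 between UO scanner and UO table. At the pulse the signals of the same genes had a rho of 0.84 between UO scanner and U+actD and of 0.89 between UO table and U+actD. The relative change at 3 hours had the same sign in both series for 47.0% of 9810 genes in the scanner signals and for 69.4% of 7986 genes in the table. Ribosomal protein genes lay high in U+actD and UO table and around the median gene in UO scanner. These are correlations across genes, genes are not independent replicates, and 21 such relations were computed.

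**Figure D4:**
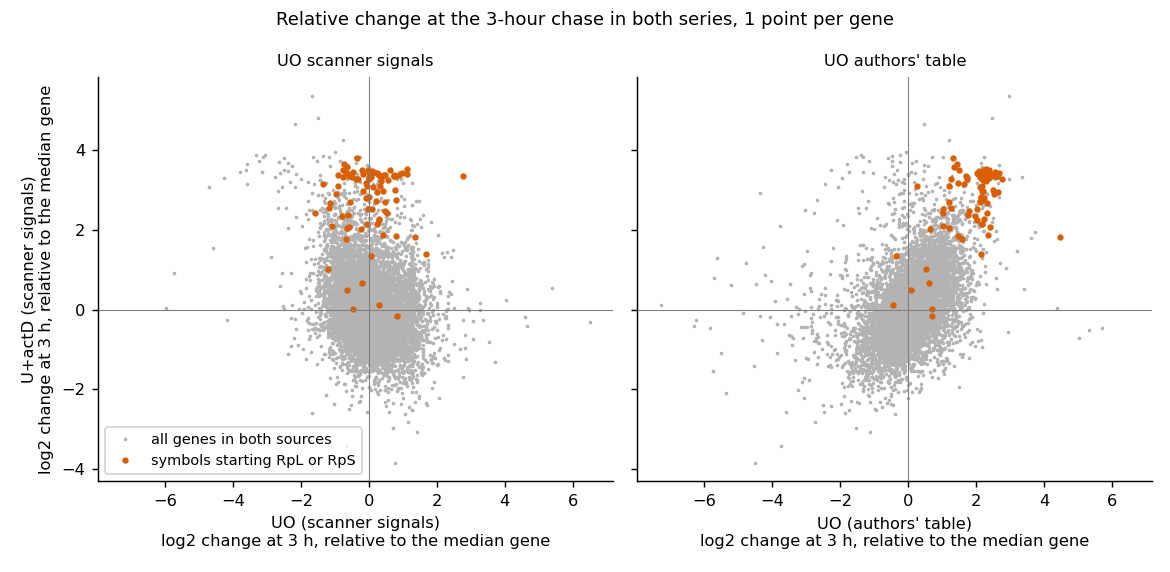
Relative log2 change at the 3-hour chase in UO (x axis) against U+actD (y axis) with 1 point per gene, for UO scanner on the left and UO table on the right. Over the 7851 genes drawn in the right panel Spearman's rho was 0.50, and symbols starting with RpL or RpS are drawn in a darker colour.

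The sixth question was whether half-life went with the amount of tagged RNA at the pulse. Across genes the rho between pulse signal and half-life was -0.42 in the scanner signals and -0.21 in the authors' table. For the UO series alone it was -0.66 in the scanner signals and -0.22 in the table, and for the U+actD series alone it was -0.38 and -0.16. The 25 of 89 ribosomal protein genes with an adequate fit in U+actD had a median half-life of 176 minutes there, a value that leaves out members that hardly fell. All but 46 of the 89 were saturated on at least 1 of the 6 arrays. The pulse signal enters the half-life itself, so noise at the pulse alone pulls this relation below 0. In the scanner signals the detection floor adds to it, since the floor falls slowly and dim genes held at it get long half-lives. Gr64c, at the floor at the UO pulse and 3-hour chase, had 117 minutes in UO scanner with an adjusted R2 of 0.76.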

Values the study reported

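The study reported that 79% of the mRNAs in the uridine-only series and 87% of those in the series with actinomycin D had decay curves with an R2 of at least 0.75. It gave 11.6% as the share of mRNAs with a standard deviation of the half-life of 30% of the mean or more. It found no significant relation of half-life to transcript abundance at the end of the pulse, with poorly fitted half-lives included.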

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

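All tests in this part except the one on adult markers were chosen after the result was seen, and that this one cannot decide was settled after its value was seen. What drew attention was a difference between the U+actD and UO series that passed a test in the scanner signals, and signal on probes that the comparisons do not use.

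The gut and Malpighian tubule list, which holds digestive enzyme genes among others, had 35 of 41 genes above the median gene at 3 hours in U+actD, 9 of 31 in UO table and 14 of 41 in UO scanner, and 20 of 41 stood above the pulse at 1 hour in U+actD on the spike-in scale. Its slope difference in log2 per hour had a median of 0.754 (Jon99Fii 2.24, Jon65Ai 2.14, Jon25Biii 2.13), with adjusted p of at least 0.539 with an estimated correlation. Values at the floor are argued against, since the 39 members above background on all U+actD arrays had a median relative change of 2.34 in that series. RNA of adult flies on the chase arrays stays open, because the 25 adult markers above background at the 1-hour chase had a median spike-in scaled change of -1.72, where the floor itself changed by -1.74 and 18 of the 25 lay within 1 log2 of it, while the other 7 went both ways (median -1.40, SD 1.29, 2 above the pulse). RNA of larvae or ovaries and an effect of actinomycin D itself were not tested and stay open as well.

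In limma 386 genes differed in slope between the series in the scanner signals. Across genes the UO scanner changes ran apart from those of U+actD, with a rho of -0.05 at 3 hours. Exchanged time labels of the UO scanner files are argued against, since the best of the 6 orders of those arrays gave a rho of 0.232 with the UO table changes. Values held at the floor are argued against too, since 7419 genes with a probe above background on each of the 6 arrays gave a rho of -0.248 with U+actD. Half-lives of 6372 genes, from probes above background on all 6 arrays, had a rho of -0.304 between the series. Dim signals above the floor were not tested. The median net signals of the UO arrays were 63, 88 and 51, against thresholds of 51, 54 and 50. The UO scanner pulse array minus its UO table values had a rho of 0.446 with the U+actD relative change. The same rho was -0.046 and -0.10 for the other UO arrays. The disagreement of the UO sources that went with U+actD therefore lay mainly at the pulse. Whether the UO scanner pulse array held an excess of stable RNA stays open. UO table changes themselves had a rho of 0.50 with U+actD, so this rho cannot show which UO source is off. Exchanging series labels within time points gives only 4 groupings, too few for a share under 0.05, and in the scanner signals 1 of the 4 (the real one) reached 386, with 2 as the highest other count, while in the authors' table the real grouping called 211 and the highest other 384.

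Slope differences of lists were positive for ribosomal proteins (0.864), the respiratory chain (0.692), histones (0.712), mitochondrial ribosomal proteins (0.411), the proteasome (0.385), translation factors (0.281), the cell cycle (0.218), maternal mRNAs (0.179) and the cytoskeleton (0.118). They were negative for heat shock (-0.418), synaptic (-0.31), muscle and mesoderm (-0.276), signal feedback (-0.249), cell death (-0.214), protein kinase (-0.205) and axon guidance (-0.142) genes. None of these list calls held with an estimated correlation, at adjusted p of at least 0.539 with an estimated correlation.

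Other genes with a large positive slope difference were Gr64c (2.88), Ccp84Ad (2.43), dhd (2.20), Cpr65Ax1 (2.11), PGRP-SC1b (1.96), BicC (1.95) and MAGE (1.90). The negative ones were spartin (-2.41), Sdb (-1.75), Cyp6a13 (-1.70), fred (-1.65), pot (-1.50), Ugt37A2 (-1.48), Gr66a (-1.40), tow (-1.35), frac (-1.35) and BomBc3 (-1.35). Several of these genes were dim, with Gr64c above background on 3 of the 6 arrays and Cyp6a13, fred, Ugt37A2, Gr66a and tow on 4.

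Of 11496 probes with no gene name, 2328 were above background on all 6 arrays and were not analysed here.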

How the results depend on the processing

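The limits are 1 array per group, dim UO arrays, and UO values that differ between the sources. For every change below the cause was not tested, unless stated. The 3-hour count kept its direction, at 7067 to 13260 genes, under the filters, backgrounds and probe choices and in the authors' table. In the scanner signals genes held at the falling floor enter this count by construction. The relative count stayed at 0 under all settings of the scanner signals with no array left out. Without the series block (no pairing of the arrays by series), 0 genes were called at 3 hours, 0 at 1 hour and 0 for the relative change in the scanner signals, but 3709 of 7986 genes at 3 hours in the authors' table.

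With 1 array left out, the lone arrays assumed to vary like the others, 8025 to 9569 genes were called at 3 hours, 0 to 106 at 1 hour and 0 to 747 for the relative change. The ends were reached without the UO 3-hour chase and without either 1-hour chase at 3 hours, without either 1-hour chase and without the U+actD pulse at 1 hour, and without either 3-hour chase and without the UO pulse for the relative change. The slope model then has no residual degrees of freedom and was not fitted.

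Scaling to the 75th percentile, which leaves relative changes and slope differences unchanged by construction, gave 0 calls at 3 hours and 0 at 1 hour, half-lives of 273.6 (UO) and 250.6 (U+actD) minutes, 14.27% and 14.28% of genes fitted, 61.4% of genes with an SD of 30% or more, and a half-life rho of 0.0446. Quantile normalization gave 0, 0 and 0 calls (3 hours, 1 hour, slope), 225.4 and 240.0 minutes, 19.38% and 21.98% fitted, 67.53%, a rho of 0.0841 and a relative median of -0.107 for maternal mRNAs. Without equal trimmed means the slope test called 34 genes (5 lower and 29 higher, against 134 and 252), with 24.23% and a rho of -0.0865. With linear chase hours it called 0, and with the mean of both chases 270.

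The authors' table gave 0 calls at 1 hour, 126 relative changes and 211 slope differences (62 lower and 149 higher), half-lives of 72.38 and 66.89 minutes, 79.99% and 88.27% fitted, 14.8%, a half-life rho of 0.4235, 14 lists called for the relative change and 6 for the slope, and a pulse rho of -0.2074 (UO alone -0.2197, U+actD alone -0.1561). The direction of the median and of camera turned for heat shock genes (relative -0.0687, slope 0.2476), histones (slope -0.0475), muscle and mesoderm genes (slope 0.1144), the median alone turned for signal feedback (slope 0.0099) and cell death genes (slope 0.0004), and the sign turned for the slopes of spartin (0.2805), frac (0.1394), DnaJ-1 (0.0601), Hsp70Aa (0.6304) and stv (0.1744). With linear chase hours and with the mean of both chases the table gave 0 and 0 slope differences. With platform names alone the table gave 0 calls at 1 hour and 203 slope differences. With an estimated correlation camera called 0 and 0 lists, in the scanner signals (from 8 and 17) and in the table, with the same signs in the table.

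No filter gave 0 calls at 1 hour, 59.58 and 55.36 minutes, 56.92% and 55.04% fitted, and a rho of -0.1317. The stricter filter gave 20 calls at 1 hour, 0 slope differences, 56.14 and 53.36 minutes, 82.03% and 76.22%, 25.1% and -0.2577. Genes above background on all 6 arrays gave 2 and 0 calls, 55.12 and 52.94 minutes, 84.74% and 77.52%, 24.03% and -0.3039, and the maternal list kept to such members had a relative median of 0.0933 with the direction of camera turned. Genes above background on the 3 arrays of a series gave 56.56 and 53.77 minutes, with 84.25% and 74.77%.

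Normexp background gave 26 calls at 1 hour, 1580 slope differences (780 lower and 800 higher), 71.72 and 56.39 minutes, 98.32% and 69.44%, 21.83% and a rho of 0.0221. A uniform background gave 24 and 0 calls, 51.52 and 52.28 minutes, 75.83% fitted in U+actD and 25.27%. The brightest probe gave 28 slope differences, 55.47 minutes in UO, 71.58% fitted in U+actD, a rho of -0.2263 and 0.249 for Hsp70Aa. Platform names alone gave 3 slope differences, 56.47 minutes in UO, a rho of -0.2259 and 0.279 for Hsp70Aa. Without saturated probes there were 118 slope differences, 76.36% fitted in UO and 53.77 minutes in U+actD. Plain R2 gave 61.12 and 57.36 minutes with 92.56% and 90.5%, and the pulse and 3-hour chase alone gave 64.58 and 56.13 minutes. The pulse rho was -0.6583 in UO alone, -0.3778 in U+actD alone and -0.5998 over all genes with a fitted slope.

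Of 8 lists called for the relative change, 4 to 8 kept the call under the other settings of the scanner signals at the preset correlation, and of 17 called for the slope 12 to 17 did. Uridine number, 3 prime UTR length and the Pumilio motif were not run.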

Other observations

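Tests in this part were chosen after the result was seen. Heat shock genes stood above the median gene after 1 hour of chase in the scanner files, with a median relative change of 1.39 in U+actD and 1.15 in UO scanner, each at percentile 100 of matched random lists. In UO table the median was 0.15, with 13 of 24 members above the median gene and percentile 5.04. Hsp26 had 1.60, 2.43 and 0.88 in these sources, and Hsp83 had 1.12, 1.95 and 1.09. DnaJ-1 had 1.57 and 2.50 in the scanner signals but -0.48 in UO table. Saturated spots on the pulse arrays are argued against, since the 14 members free of saturation on the U+actD pulse array had a median of 0.92. Values at the floor are argued against as well, since all 27 members were above background on all U+actD arrays, with a median of 1.39. Whether the handling of the embryos induced these genes was not tested.

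Some maternal mRNAs had large relative values in U+actD at 3 hours. Those of dhd, BicC, bcd and plu were 5.38, 4.82, 3.68 and 2.95. In UO table dhd had 2.98 and BicC had 2.46, while UO scanner gave -1.69 and -1.51. The Notch target Tom had 1.74 over both series in the scanner signals and 2.53 in the authors' table, and neither passed the threshold (adjusted p = 0.42 and 0.06). The ecdysone response gene Eip74EF had 1.38 and 1.52 and did not pass either (adjusted p = 0.39 and 0.09). At 1 hour histone genes had medians of 1.13 in U+actD, 0.80 in UO table and -0.98 in UO scanner. Relative changes at 1 and 3 hours had a rho across genes of 0.70 in U+actD, 0.59 in UO table and 0.34 in UO scanner.

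The share of genes whose half-lives had an SD of 30% of the mean or more was 26.4% in the scanner signals and 14.8% in the authors' table. Both were higher than the share quoted from the study above, but the measures differ. Here the SD came from 1 half-life per series, for genes with an adjusted R2 of at least 0.75 in both series. The study reports biological replicates for every experiment, and its set of transcripts may not be the same.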
